A study of Arabidopsis thaliana with 48 samples.

How the data were processed

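Leaf RNA of Arabidopsis thaliana plants of the ecotype Columbia was sequenced in 12 groups of 2 biological replicates, each on 2 lanes. Per the labels' protocols, the plants stood in controlled environment rooms under shade cloth giving 4 light levels, with warm days and cold nights. RNA of separately extracted plants was pooled at random into the replicates, and libraries followed standard Illumina protocols. The deposited tables hold raw read counts per transcript and lane, per the file headers, and neither headers nor labels name the aligner, the counting tool, the genome build or the use of strand. No coordinates are given for that reason.

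Each of the 3 deposited tables holds 41671 transcripts of 33602 loci. The growth light table holds its values 2 times, and 1 copy was used. Of the columns, 12 occur in more than one table, and all 12 are identical there. A pair of columns of step day 2.57 carry the same replicate and lane in their names. They were assigned by their variance ratio to the second lane, 1.91 within a library against 7.14 to 7.16 between replicates. Of the counts from 1 to 10, 70.4% are even, and lanes of one library differ more than independent counts would. Counts of both mates of a read pair would look so, which neither headers nor labels state. Halving the counts was therefore added as an alternative after the data were examined.

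Lanes were summed to replicates and transcripts to loci. Gene symbols came from the RefSeq table of assembly TAIR10.1, which matched 32835 of the 33602 loci. The same annotation served for sequence similarity, overlap, length and GC content of genes. Counts were tested with edgeR 4.0.16 in R 4.3.3, with trimmed mean of M values (TMM) scaling, the filterByExpr filter on low counts and quasi-likelihood F tests. P-values were adjusted by the Benjamini-Hochberg method over all loci tested, with a threshold of 0.05. All groups of a set shared one estimate of the spread: the 4 growth light groups, the 6 diurnal groups, and the pair of step groups. Standard errors are the log2 change divided by the square root of the F statistic. Levels are CPM, counts scaled to a common library size, under one TMM scaling of the 24 replicates, with the SD over 2 replicates. A fold against a group with at most 3 counts in each replicate is a lower bound computed against 3 counts. These limits cover counting error only.

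The comparisons, the gene lists, the rule for naming genes and the settings listed first among the other settings were chosen before the data were examined. Genes were named as follows: VTC2 and VTC5 throughout, members of the ascorbate lists past the threshold, the clock and flavonoid lists as checks of the labels, and 3 loci with the largest rise and 3 with the largest fall per comparison. The last kind needed a mean log2 CPM of at least 3, an adjusted p under the threshold and replicates that did not overlap. For the test across time points the 3 largest ranges were taken. The comparisons of step groups with growth light groups, of light 700 with light 450 and of growth light 250 with diurnal day 0.625 were added after the data were examined. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with fry and an estimated correlation beside it.

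Other settings chosen with the comparisons were RLE size factors in edgeR, DESeq2 1.42.0, no filter beyond 1 read, at least 10 counts in every replicate, a replicate block, each lane alone, each lane as its own sample, a fit of only the 2 groups compared, a slope per 100 units of light, and leaving out each replicate. Total-count scaling, halved counts, single transcripts, 7 time points, the omission of day 0.916 and a spread shared by 4 step table groups were added later. The procedure was tested on simulated counts with 200 changed loci in each fit. It recovered 63% to 86% of them, with 3.39% to 9.39% false calls. The highest share, 9.39% for step day 0.6 against growth light 100, lay above the rate that the threshold aims at. The 200 changed loci were few among the 20652 simulated there, whereas 49.0% of the loci tested passed in the data. The simulation therefore cannot check the scaling, or the share of false calls, where so many loci differ.

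A named locus is treated as uncertain where another locus matches it with at least 85% identity over at least 100 bases, a minimum chosen after the data were examined, or where another gene overlaps it. Of the 99 named loci, 16 have such a copy and 22 such an overlap, and VTC2 and VTC5 have neither. Not every such locus is marked again where it is named. Ascorbate concentrations, which the series also mentions, are not analysed here. No column of the tables was left out.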

Results

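RNA was sequenced from leaves of Arabidopsis thaliana of the ecotype Columbia, and reads were counted per transcript. The plants were kept under different light, harvested at different times of day, or moved from low to high light. The series title places the work on ascorbate (vitamin C) and on GDP-galactose phosphorylase, an enzyme of ascorbate synthesis encoded by VTC2 (AT4G26850) and VTC5 (AT5G55120). Light is given as photon flux density in µmol photons per square metre per second, shortened to "light" with its number. There were 12 groups with 2 biological replicates each. In 4 groups the plants grew at light 100, 250, 450 or 700, labelled day 0.583. In 6 groups plants grown at light 250 were taken at days 0.083, 0.25, 0.375, 0.625, 0.75 and 0.916. In the remaining 2 groups plants went from light 100 to light 700 and carry the labels day 0.6 and day 2.57. The labels do not say from which moment these days are counted, so they are used as names. Their protocols give the step as shorter than a day, which does not obviously match day 2.57, so the time each step group spent at light 700 is not known.

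After the 2 lanes of each replicate were summed, total counts per replicate ran from 20418095 to 36331053. The lowest total belonged to replicate 2 of diurnal day 0.625. Between 22127 and 23149 loci had a count, and the 10 loci with most counts took 4.93% to 9.14% of the total. Lanes of one library differed with 1.85 to 1.91 times the variance of independent counts. Replicates of one group differed with 3.33 to 33.6 times that variance, and diurnal day 0.916 lay highest, at 33.5 to 33.6. Diurnal day 0.75 followed with 12.5 to 12.6. Levels below are in CPM, counts scaled to a common library size, and a fold or log2 change is relative to the common scaling of the libraries. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all loci tested, and a locus past the threshold has one under 0.05.

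The growth light comparison asked how leaf transcript levels differed among plants kept at 4 light levels and all labelled day 0.583. Of 20669 loci tested, 8267 passed the threshold between light 700 and light 100, with 4067 higher and 4200 lower at light 700. At least a doubling was fitted for 1073 of them and at least a halving for 998. Between light 450 and light 100, 9040 loci passed, 4426 higher and 4614 lower. Between light 250 and light 100, 5926 passed, 2941 higher and 2985 lower. The alternative that moved the balance most was scaling to total counts alone, which changes the split but leaves most calls in place. The share of higher loci went from 49.2% to 73.2% for light 700, from 49.0% to 74.4% for light 450 and from 49.6% to 65.4% for light 250. The median log2 change over all loci moved to 0.19, 0.24 and 0.09 in those fits, so each direction below is relative to the bulk of the transcripts. Of the calls made at light 700, 6698 were also made under that scaling. A slope on the log2 of light, fitted through all 4 levels, passed for 7807 loci, 3753 rising and 4054 falling, and 74.8% of the calls rose under total-count scaling against 48.1% here. That count leaned on the lowest light level. Without replicate 1 of light 100 it was 4520 and without replicate 2 of light 100 it was 4865, whereas without any single replicate of another level it was at least 6986.

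VTC2 was at 238 ± 5.75 CPM (SD, n = 2) at light 100, 395 ± 0.384 at light 250, 476 ± 60.4 at light 450 and 455 ± 9.37 at light 700. The log2 change from light 100 was 0.73 ± 0.09 (SE) at light 250 (adjusted p 0.000127), 0.99 ± 0.09 at light 450 (adjusted p 5.18e-06) and 0.92 ± 0.09 at light 700 (adjusted p 1.00e-05, edgeR). Every replicate at the 3 higher levels lay above both replicates at light 100. VTC5 was at 28.9 ± 0.988 CPM (SD, n = 2) at light 100, 33.1 ± 0.707 at light 250, 28.1 ± 0.605 at light 450 and 28.3 ± 0.506 at light 700. Its log2 changes from light 100 were 0.19, -0.06 and -0.05, and none of the 3 passed the threshold. Its sign at light 450 and light 700 turned positive under total-count scaling, and its change at light 250 passed there. Whether VTC2 and VTC5 responded differently to light was not tested. In the slope fit VTC2 rose by 0.35 ± 0.06 (SE) on the log2 scale per doubling of light (adjusted p 0.000895).

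**Figure D1:**
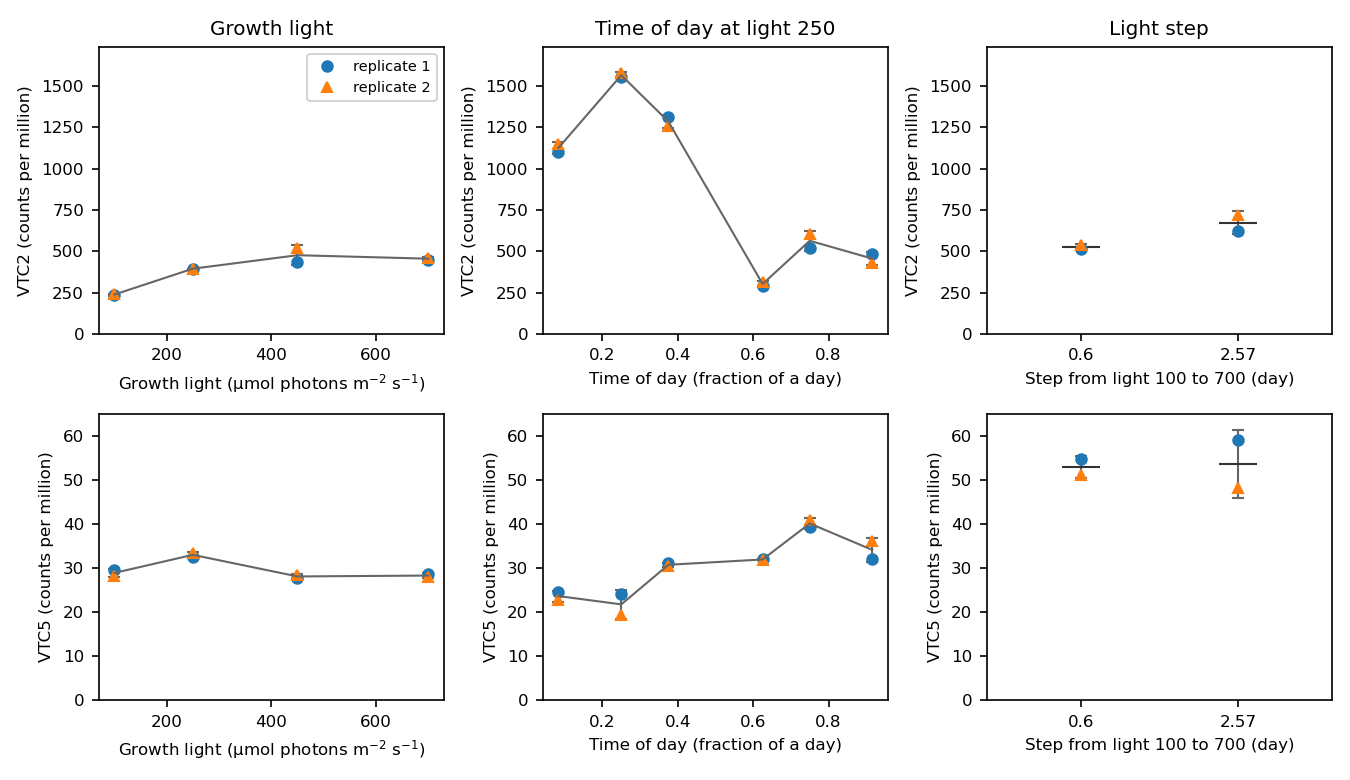
Levels of VTC2 (upper panels) and VTC5 (lower panels) in CPM against growth light, against time of day at light 250, and for both days of the light step. Circles and triangles are replicates 1 and 2, and lines or dashes with error bars are means with their SD (n = 2); VTC2 ranged from 238 at light 100 to 1566 at day 0.25, and VTC5 was highest in the step groups.

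The ascorbate lists held 35 loci fixed before the data were examined, grouped into synthesis, recycling, use and regulation. At light 700 against light 100, 15 of the 32 loci tested passed the threshold over all loci, and 15 passed when adjusted over the list alone. The corresponding counts were 18 and 19 at light 450, 12 and 13 at light 250, and 15 and 15 in the slope fit. At light 700 the largest rise was that of DHAR1 (AT1G19570), with a log2 change of 1.40 ± 0.13 (SE, adjusted p 5.87e-06), from 314 ± 8.30 to 839 ± 171 CPM (SD, n = 2). DHAR1 has a near-identical copy in the annotation, AT1G19550 with 96.9% identity over 261 bases, so its counts are uncertain. CYT1 (AT2G39770) rose by 0.72 ± 0.08 (adjusted p 1.88e-05), from 108 ± 8.17 to 180 ± 7.77 CPM. The largest falls were those of TL29 (AT4G09010), -1.52 ± 0.16, and TAPX (AT1G77490), -1.24 ± 0.14, with adjusted p of 1.63e-05 and 2.31e-05. TL29 is overlapped by genes on the opposite strand, and the counting is not stated to use strand. Beside these and VTC2, the loci past the threshold at light 700 changed by -0.88 to 0.69, with MDAR6 (AT1G63940) lowest and ATMDAR2 (AT5G03630) highest. None of the listed loci past the threshold in any growth light comparison reversed under total-count scaling.

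**Figure D2:**
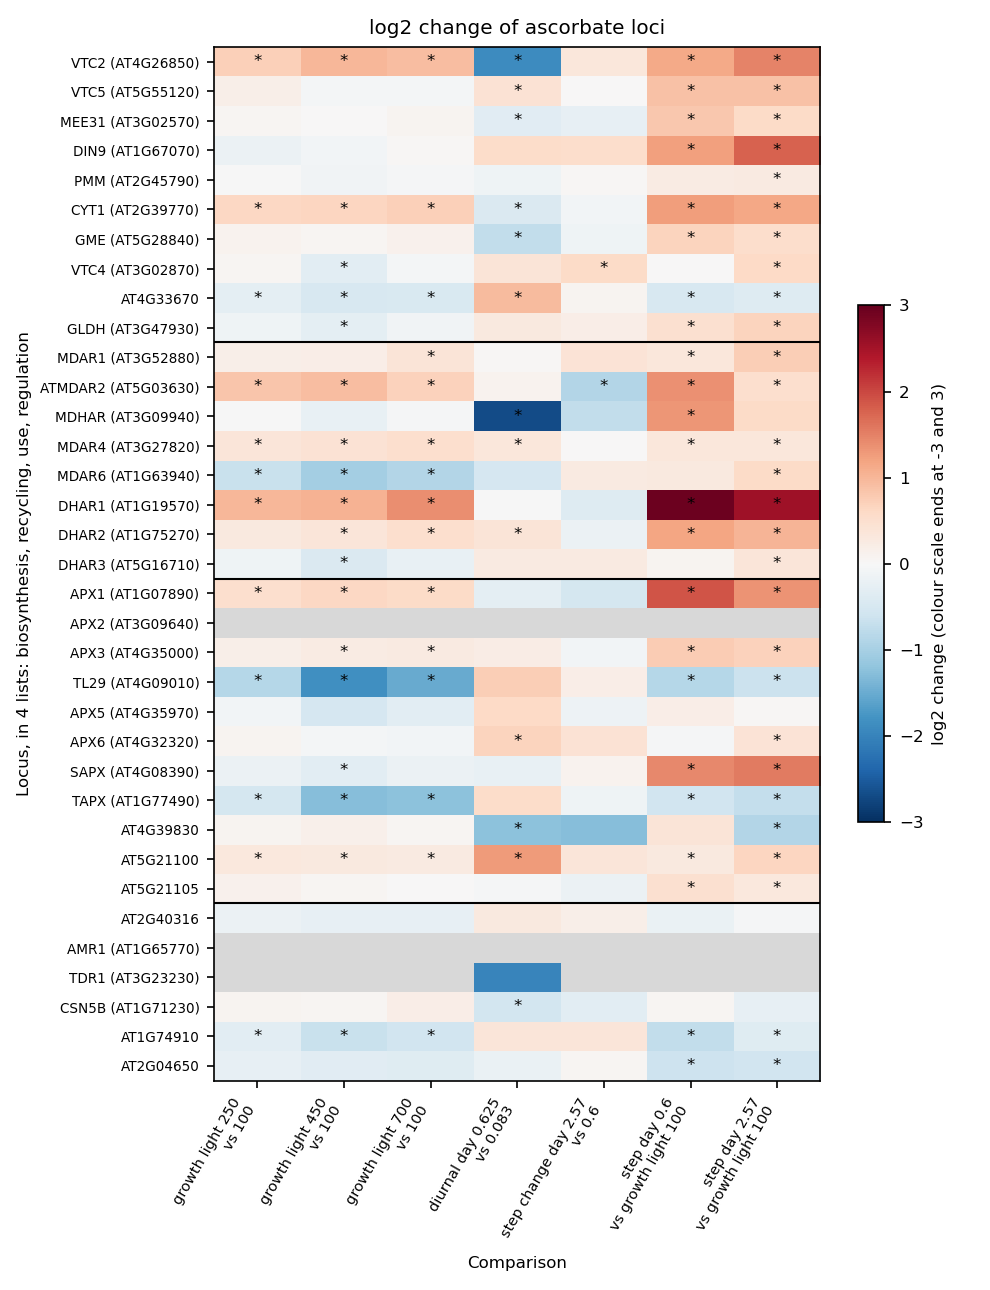
Log2 change of each locus of the 4 ascorbate lists (one line per locus, lists parted by black lines) in 7 comparisons, from blue for lower to red for higher in the first-named group. An asterisk marks an adjusted p under 0.05 from edgeR's quasi-likelihood test and grey a locus with too few counts to test; VTC2 is marked in the 3 growth light columns at 0.73, 0.99 and 0.92.

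The loci with the largest changes were named by a rule fixed before the data were examined. MYB90 (AT1G66390) had 0 counts in both replicates at light 100 and was at 21.3 ± 1.46 CPM at light 700, at least 157-fold higher. It was at least 175-fold higher at light 450 and at least 49.1-fold higher at light 250. It shares 94.7% identity over 263 bases with MYB114, so its counts are uncertain. UF3GT (AT5G54060) rose from 0.302 ± 0.000324 to 182 ± 1.30 CPM (SD, n = 2), with a log2 change of 9.20 ± 0.32 (adjusted p 1.38e-08). ELIP1 (AT3G22840) rose from 1.11 ± 0.0499 to 291 ± 25.1 CPM. At light 250 the third of the largest rises was that of NUDT24 (AT5G19470), with a log2 change of 5.64 ± 0.38, and in the slope fit it was that of DFR (AT5G42800). UF3GT shares 98.5% identity over 132 bases with AT5G08105. The largest falls at light 700 were those of SEN1 (AT4G35770), -4.07 ± 0.33, AT1G66100, -4.04 ± 0.24, and AT3G15450, -3.64 ± 0.27. At light 450 AT1G49500 and ADS1 (AT1G06080) took the places of the last pair, with -4.01 and -3.77. At light 250 the largest falls were those of AT1G49500, PDF1.3 (AT2G26010) and CLC-A (AT5G40890), and that of CLC-A was -2.54. PDF1.3 differed between the replicates at light 100, at 39.5 and 236 CPM. Its log2 change at light 250 was -2.86, and -1.06 without replicate 2 of light 100. Parts of AT1G49500 have near-identical copies, and AT1G66100, AT3G15450 and CLC-A are overlapped by another gene, so their counts are uncertain. The steepest falls of the slope fit were those of SEN1, AT1G66100 and LHB1B1 (AT2G34430). LHB1B1 fell by 1.34 on the log2 scale per doubling of light and has near-identical copies among the related genes.

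A list of 12 flavonoid and high light genes served as a check of the light labels. All 12 were past the threshold and higher at light 700 and at light 450, and 11 of them at light 250. At light 700 the smallest log2 change among them was 2.05, that of ELIP2 (AT4G14690). Plants at light 700 and at light 450, compared after the data were examined, differed at only 7 loci, 5 higher and 2 lower, with 1757 at an unadjusted p under 0.05. BAM5 (AT4G15210), CSLA01 (AT4G16590) and CORI3 (AT4G23600) were higher at light 700, by 1.72, 1.67 and 1.12, and AT1G64360 and AAP2 (AT5G09220) lower, at -0.96 and -0.87. VTC2 differed by -0.07, which did not pass.

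The diurnal comparison asked which transcripts changed with time of day in plants at light 250. Of 20958 loci tested, 12569 passed the threshold of the test across the 6 time points, and for 6485 of these the group means ranged over at least 1 on the log2 scale. Leaving out day 0.916, the group with the largest spread between replicates, gave 13810 loci, of which 12207 were the same. VTC2 was highest at day 0.25, at 1566 ± 18.1 CPM (SD, n = 2), and lowest at day 0.625, at 302 ± 16.4. It stood at 1125 ± 35.0 at day 0.083, 1285 ± 37.6 at day 0.375, 564 ± 60.6 at day 0.75 and 456 ± 39.1 at day 0.916. Its range was 2.38 on the log2 scale (adjusted p 3.83e-07, edgeR). VTC5 ranged over 0.87 (adjusted p 0.000421), from 21.8 ± 3.28 CPM at day 0.25 to 40.2 ± 1.21 at day 0.75. Whether the time courses of VTC2 and VTC5 differ was not tested. Of 33 ascorbate loci tested, 17 passed over all loci and 17 when adjusted over the list alone. Beside VTC2, the widest ranges among them were those of MDHAR (AT3G09940), 2.69, DIN9 (AT1G67070), 1.73, and AT4G33670, 1.66. AT4G33670 is overlapped by genes on the opposite strand, so its counts are uncertain.

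The day 0.625 plants were compared with those of day 0.083, a pair fixed before the data were examined. There were 8781 loci past the threshold, 4177 higher and 4604 lower at day 0.625. VTC2 was lower by a log2 change of -1.89 ± 0.12 (SE, adjusted p 1.33e-06) and VTC5 higher by 0.45 ± 0.11 (adjusted p 0.00896). Of the 33 ascorbate loci, 13 passed over all loci and 14 when adjusted over the list alone. The largest changes among them were -2.69 for MDHAR and 1.27 for AT5G21100, which is overlapped by another gene. Across the list of 11 clock genes, a check of the time labels, all 11 passed the test over the 6 time points, with ranges from 1.65 to 9.69. LHY (AT1G01060) had the widest of these, highest at day 0.25 and lowest at day 0.75, at 0.724 ± 0.0399 CPM (SD, n = 2). AT1G26790 and AT3G55580 also had ranges among the 3 largest. AT1G26790 was at 125 ± 17.8 CPM at day 0.083 and under the floor of 3 counts at day 0.625, at least 797-fold higher. AT3G55580 fell from 209 ± 1.89 CPM at day 0.25 to 0.438 ± 0.393 at day 0.75. Between day 0.625 and day 0.083 the largest rises were those of LHCB2.2 (AT2G05070), 4.04 ± 0.39, PRR9 (AT2G46790), 3.94 ± 0.25, and AT1G56300, 3.94 ± 0.10. LHCB2.2 and PRR9 share 94.3% and 99.3% identity with another locus over at least 440 bases, and AT1G56300 is overlapped by a gene on the opposite strand, as is RVE1. The other large falls were those of RVE1 (AT5G17300), -8.88 ± 0.20, and AT3G09450, -7.73 ± 0.30. Plants of growth light 250 at day 0.583 and of diurnal day 0.625, compared after the data were examined, differed at 53 of 21043 loci, 18 higher and 35 lower, with 1520 at an unadjusted p under 0.05. The share higher was 34.0%, and 17.5% of 40 calls under total-count scaling. It was 53.0% of 707 calls with only the 2 groups compared, 51.2% of 773 with lanes as samples and 47.4% of 194 with DESeq2. Every other setting with a split gave 28.6% to 40.2%. The lean to lower loci therefore depends on the setting. VTC2 was higher by 0.39, which did not pass. The named loci were CCA1 (AT2G46830), AT3G24460 and AT3G16530 on the higher side, at 1.46, 1.36 and 1.27. RNS1 (AT2G02990), LEA4-5 (AT5G06760) and KIN1 (AT5G15960) were lower, at -3.77, -3.12 and -1.94. KIN1 shares 91.7% identity over 505 bases with KIN2, and AT3G24460 and AT3G16530 are overlapped by another gene.

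The step comparison asked how transcripts differed between both harvests after the move from light 100 to light 700. Of 19998 loci tested with the 4 replicates of these groups, 1586 passed, 657 higher and 929 lower at day 2.57. The alternative that moved this count most gave 5523 loci. It arose when each lane entered as its own sample, which treats lanes of one library as replicates. The count was 3137 when the 4 groups of the deposited table shared the estimate of the spread. The share of higher loci was 41.4%, against 34.8% of 1455 loci under total-count scaling and 50.2% with the shared spread. VTC2 stood at 525 ± 17.4 CPM (SD, n = 2) at day 0.6 and 673 ± 69.3 at day 2.57, a log2 change of 0.34 that did not pass (adjusted p 0.197). It passed when the 4 groups shared the spread, with 0.35 (adjusted p 0.0383). VTC5 was at 53.0 ± 2.44 and 53.7 ± 7.77 CPM, a change of 0.00, within the spread between replicates. Of 32 ascorbate loci, 2 passed over all loci and 3 when adjusted over the list alone. VTC4 (AT3G02870) rose by 0.58 ± 0.14 (SE, adjusted p 0.0293) and ATMDAR2 changed by -0.88 ± 0.14 (adjusted p 0.00273). The largest rises were those of PDF1.3, 5.61 ± 0.53, PDF1.2c (AT5G44430), 4.89 ± 0.63, and AT3G25795, 4.82 ± 0.43. PDF1.3 and PDF1.2c share 85.5% identity over 434 bases, and their replicates at day 2.57 differed widely, at 88.7 and 25.3 CPM for PDF1.3. FKF1 (AT1G68050) also has near-identical copies and fell most, with -2.65 ± 0.14, followed by AT5G62360, -2.64 ± 0.20, and AT1G71000, -2.55 ± 0.18. Of the clock list 8 of 11 passed, 4 higher and 4 lower, and of the flavonoid list 9 of 12, all 9 higher at day 2.57. Among the 9, MYB90 rose by 1.01, and by 0.38 without replicate 2 of day 2.57.

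The deposited step table also holds the replicates of growth light 100 and light 700, and comparisons with these were added after the data were examined. Against light 100, 10123 of 20652 loci passed at day 0.6, 5160 higher and 4963 lower, and 8616 at day 2.57, 4585 higher and 4031 lower. Against light 700 the counts were 11030 at day 0.6, with 5537 higher, and 9561 at day 2.57, with 4986 higher. The share of higher loci against light 700 went from 50.2% to 32.5% at day 0.6 and from 52.1% to 27.7% at day 2.57 under total-count scaling, where the median log2 change over all loci was -0.25 and -0.27. Against light 100, VTC2 was higher by 1.14 at day 0.6 and 1.49 at day 2.57, both past the threshold. Against light 700 it was higher by 0.23 at day 0.6, which did not pass and was -0.0023 under total-count scaling, and by 0.58 at day 2.57, which did and was 0.31 under that scaling, still past the threshold. VTC5 was past the threshold in these 4 comparisons, higher by 0.87 to 0.94. Against light 700 it was higher by 0.70 at day 0.6 and 0.67 at day 2.57 under total-count scaling. Of 32 ascorbate loci, 23 and 28 passed against light 100 at day 0.6 and day 2.57, and 19 and 23 against light 700. Adjusted over the list alone, the counts were 25, 28, 19 and 23. DHAR1 had the largest change among them against light 100 at day 0.6, at 2.94. MDHAR rose by 1.32 there and by 0.55 without replicate 1 of step day 0.6. MYB90 was at least 154-fold higher at day 0.6 and at least 206-fold higher at day 2.57 than at light 100. ELIP1 was higher by 8.40 and 10.09, CSLA01 by 7.36 at day 0.6 and UF3GT by 9.82 at day 2.57. SEN1 was lower, at -7.56 and -7.82, as was GASA6 (AT1G74670), at -6.92 and -6.17. PDF1.2b (AT2G26020) was lower at day 0.6, at -6.96, and EXPA8 (AT2G40610) at day 2.57, at -5.90. PDF1.2b has near-identical copies and GASA6 is overlapped by another gene. Against light 700 the highest named change at both days was that of RAP2.6 (AT1G43160), 6.46 and 5.17, followed by TPS10 (AT2G24210), 5.93 and 4.85, and AT4G17470, 5.88 and 4.80. AT1G15125 was lowest at day 0.6, at -6.58, followed by SAG12 (AT5G45890) and PDF1.2b, at -6.04 and -5.52. SAG12 had 0 counts in replicate 1 and 14 in replicate 2 of step day 0.6, so its value and its rank rest on replicate 2. GLN1;4 (AT5G16570) was lowest at day 2.57, at -5.16, followed by AT1G15125 and AT1G34060, at -4.64 and -4.22. AT1G34060 and AT4G17470 have near-identical copies, and AT1G15125 overlaps a gene of the same strand. No step group shares its light and day with another group, so the treatment and the cultivation of the step plants cannot be told apart.

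**Figure D3:**
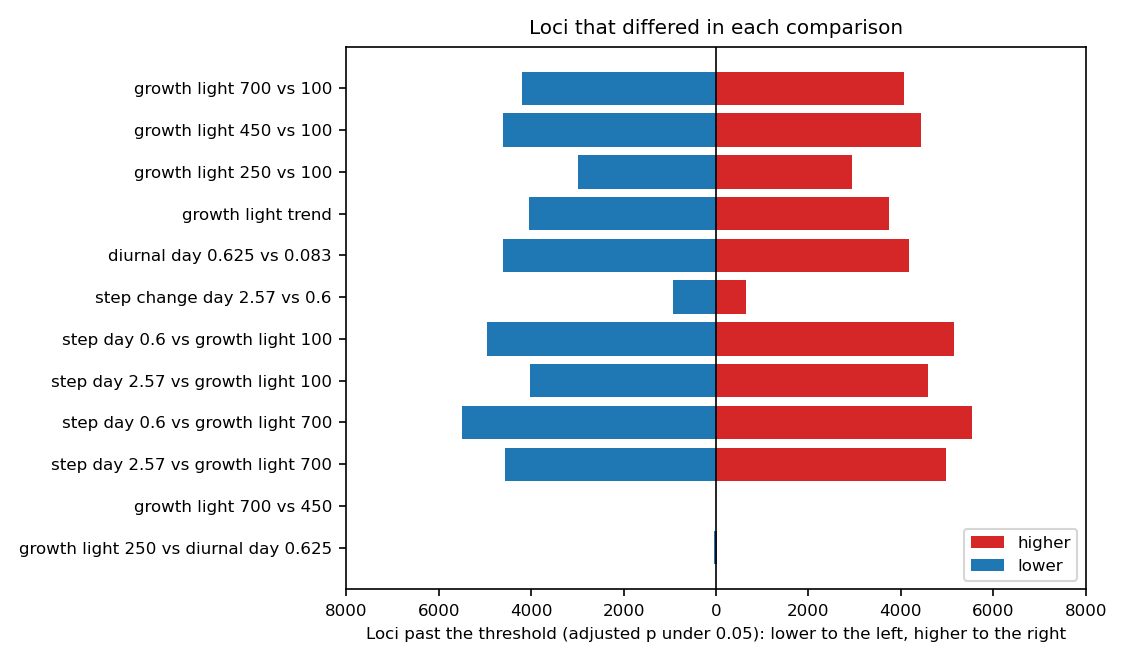
Loci past the threshold (adjusted p under 0.05, edgeR) in each comparison, higher in the first-named group to the right in red and lower to the left in blue, by number on the horizontal axis. The step comparison between its own days stands at 657 and 929 in a fit of 4 replicates (1576 and 1561 in a fit of 8), and the comparisons of step with growth light plants, in fits of 8 replicates, at 8616 to 11030 loci in all.

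The 6 lists were tested as sets under 4 comparisons with camera at a preset correlation, 24 tests in one adjustment family. Only the flavonoid list passed, in 4 tests: higher at light 700 than light 100 (adjusted p 1.07e-11), rising with light (9.15e-09), lower at day 0.625 than day 0.083 (0.000845) and higher at step day 2.57 than day 0.6 (2.28e-08). The 4 ascorbate lists and the clock list gave adjusted p-values of at least 0.336. Under fry, which gave 8 calls in all, the first 3 of those 4 calls held and the step call had an adjusted p of 0.0548. The other 5 calls of fry were on the clock, ascorbate recycling and ascorbate synthesis lists, with adjusted p-values of 0.00208 to 0.0259. Fry asks whether a list changed at all, and camera whether it changed more than the other loci, so their calls are not alike. For the clock list at day 0.625 against day 0.083, fry gave a fall and camera a rise. Of its members past the threshold there, 6 were higher and 4 lower, so a direction for the list means little. With an estimated correlation none of the 24 tests passed.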

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

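The alternatives named with total-count scaling, halved counts, single transcripts, 7 time points, no day 0.916, a spread shared by the 4 groups of the step table, and only 2 groups in the later comparisons were chosen after seeing the data. Settings foreseen for normalized values and for group values were not run, because the tables hold counts per lane.

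The counts of loci for light 700, 450 and 250 against light 100, for both diurnal tests and for the 4 comparisons of step with growth light groups stayed within 1.5 times their reported values under every alternative run. Light 700 against 100 ranged from 6833 to 10377 loci, light 450 from 7548 to 10954 and light 250 from 4653 to 8443. The test across time points ranged from 10874 to 16449, and day 0.625 against day 0.083 from 7431 to 11740. Single lanes, with fewer counts, gave the lowest values in these 5 ranges, and lanes as samples, which take lanes for replicates, the highest.

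The slope on light passed for 3649 loci when fitted per 100 units of light in place of per doubling. Leaving out one replicate gave 4520 to 7754 loci, with 4520 and 4865 without replicate 1 and replicate 2 of light 100. With a replicate of light 100 left out, the slopes of MDAR1, ATMDAR2, APX1, APX3, AT2G04650, ELF3 and RVE8 lost the threshold in at least 1 of the fits. That of AT2G04650 also lost it without single replicates of other levels. The step comparison between days gave 2523 loci with no filter beyond 1 read, 5523 with lanes as samples and 3137 with the spread shared by 4 groups. VTC2 then passed with 0.33 (lanes as samples) and 0.35 (shared spread). Light 700 against 450 gave 71 loci with DESeq2, 179 with no filter, 12 with lane 1, 762 with lanes as samples, 17 with single transcripts and 1 with only 2 groups. Growth light 250 against diurnal day 0.625 gave 194, 132, 35 and 773 loci with DESeq2, no filter, lane 1 and lanes as samples, and 707 with only 2 groups. VTC2 passed there with 0.39 (DESeq2), 0.39 (lanes as samples) and 0.38 (only 2 groups). VTC2 at step day 0.6 against light 700 passed with 0.25 (DESeq2), 0.27 (lane 1) and 0.23 (lanes as samples), and had the opposite sign with total-count scaling, -0.0023. The list tests gave 8 calls with fry, which asks another question than camera, and 0 with an estimated correlation in camera. Apart from the lanes as samples, the cause was not tested. Growth light 250 and diurnal day 0.625 were fitted with all diurnal groups, which share one spread. Their replicates differed with at most 3.37 and 3.96 times the variance of independent counts, against 12.6 at day 0.75 and 33.6 at day 0.916. The fit of only 2 groups leaves those noisier groups out, so the 53 loci hold under the larger shared spread.

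VTC5 had the opposite sign in comparisons where it did not pass. With total-count scaling it was 0.15 at light 700, 0.18 at light 450, 0.050 in the slope, -0.028 between step days, -0.030 for light 700 against 450 and -0.012 for growth light 250 against diurnal day 0.625. With lane 1 it was 0.0076 at light 450, -0.065 between step days and -0.091 for light 700 against 450. Between step days it was also -0.00093 with no filter, -0.0028 with at least 10 counts, -0.0049 with lanes as samples and -0.0041 with halved counts. Leaving out one replicate gave values from -0.16 to 0.15 between step days, with -0.16 without replicate 1 of day 2.57 and 0.15 without replicate 2. For light 700 against 450, VTC5 was -0.0064 without replicate 1 of light 450 and -0.0090 without replicate 1 of light 700. VTC2, at -0.07 there, was 0.06 without replicate 2 of light 450. The cause was not tested.

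With the replicate number as a block, the counts were 8418, 9106 and 6131 loci for light 700, 450 and 250 against 100, 7396 for the slope, 11732 and 8279 for the diurnal tests, 2190 for the step and 33 for light 700 against 450. VTC5 between step days was -0.0035 under this replicate block. The numbers do not pair the samples: deviations of same-numbered replicates correlated across loci with r of -0.0411 to 0.0707 in the growth light groups, -0.349 to 0.0848 in the diurnal groups and 0.0676 in the step groups. The list tests made 4 calls under the block.

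For the named loci other than VTC2, 458 results were recomputed 4814 times. Of these values 4687 kept their direction and side of the threshold, 111 no longer passed, 2 newly passed and 14 changed sign, all 14 of VTC5. Total-count scaling took 34 below the threshold, lane 2 took 22, lane 1 took 20 and a fit of only 2 groups 14. Leaving out one replicate gave 2308 further values, of which 16 slopes lost the threshold and 22 values moved by more than the spread. A group with one replicate left gives no test of its own.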

Other observations

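The tests of different light, time of day, exchange and depth at day 0.916, of the clock genes, of the second comparison for the flavonoid genes and of the range of light 100 and 700 were chosen only after the related values had been seen. Correlations here are across loci, and loci are not independent replicates.

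The replicates of diurnal day 0.916 differed more than those of the other 11 groups, with an SD of the log2 difference of 0.378. Their total counts differed 1.03 times, which argues against depth. Trends on GC content and length took 2.87% of the variance, over the 12935 of 13005 loci with values. In the other groups they took 0.578% to 12.8%, except at step day 0.6, where they took 34.2%. Whether this affects the comparisons with step day 0.6 was not tested. Without the 100 loci with the most counts, 98.6% of the variance at day 0.916 stayed, against 98.5% to 100.45% in the other groups. Those loci therefore did not carry this variance, in which all 13005 loci weigh alike. Leaving out so few of them could hardly lower it, so the test decides little. An effect of a few genes with many counts on the remaining loci was not tested. An exchange with a replicate of day 0.75 was argued against by the clock genes, of which 43 of 44 values lay nearer the other replicate of their own time point. A different time of harvest was argued against by a correlation of 0.118 with the change between day 0.083 and day 0.75. The difference between the replicates correlated with the change from light 100 to light 700 with r of 0.606, and 0.601 after the GC and length trends were removed. A difference in light between the plants of the pools could give such a correlation. This is a hypothesis, since the same axis can be shared by other stresses. Per the labels' protocols the plants were pooled at random, which speaks against a systematic difference between the pools. Whether the difference arose after pooling was not tested. The corresponding r was -0.546 at day 0.75, -0.418 at step day 2.57 and -0.357 at light 450. For the replicates of light 700 the change from light 100 to light 450 was used in its place, with r of -0.0163. The labels give no light per plant.

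Clock genes differed between both step days. A harvest at an earlier time of day on day 2.57 is one candidate explanation. The 11 clock genes changed with the sign of the change from diurnal day 0.625 to day 0.375 in 9 genes, too few for the 10 set for that test. They had the sign of the difference between growth light 250 at day 0.583 and diurnal day 0.625 in 10 genes. PRR5 and GI are among the 10 with very small differences, -0.00046 and -0.020, so that count is not firm. Of the 11 genes, 5 passed the threshold in that comparison. That second comparison sets different experiments against each other. A longer time in light 700 is another candidate, although that time is not known for either step group, and 7 of the 11 had the sign of the change from light 100 to light 700. The time of day and the time in high light cannot be told apart. The counts of 9 and 7 lie between the limits set for those tests. The count of 10 went with an earlier harvest, but it rests on different experiments and on the very small values of PRR5 and GI. Between growth light 250 and light 100, 8 of 11 clock genes had the sign of an earlier harvest. ELF4 rose there by 1.03, opposite to that sign. The times of harvest of the growth light groups cannot be told apart from an effect of light on the clock genes for this pattern.

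The flavonoid genes were higher at step day 2.57 than at day 0.6, with a median log2 change of 1.59. An earlier harvest as the cause was first tested with the diurnal change from day 0.625 to day 0.375, whose median was 0.664, above 0 as an earlier harvest would have it. That median is over genes that go both ways: 5 of the 12 were lower on that axis, and 7 shared the sign of the step change, PAP1 with a negative one. The genes with the largest step rises, TT7, DFR, LDOX and TT8 (4.44, 3.87, 3.49 and 2.67), were at -0.66, -0.32, -0.26 and -0.18. A second test, added after the first had come out positive, used the difference between growth light 250 at day 0.583 and diurnal day 0.625. Its median was -0.398, with 12 of 12 genes lower, against the direction of an earlier harvest. None of the 12 passed the threshold in that comparison, whose spread was shared with all diurnal groups, the noisiest included. It also sets different experiments against each other. With tests that point in opposite directions, an earlier harvest cannot be told apart from other causes. A longer time in high light also stays open: 10 of the 12 genes had the sign of the change from light 100 to light 700, but the list was chosen for genes that rise with light, so this decides nothing.

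Step day 2.57 differed from light 700 at 9561 loci. A position between plants grown at light 100 and at light 700 was argued against. Of these loci 58.8% (5619, with 3111 higher and 2508 lower) lay outside the range, past the threshold against both in the same direction. Another 346 passed against both in opposite directions and so lay between. The remaining loci passed against light 700 but not against light 100, so they do not argue against a position within the range. Total-count scaling gave 5608 loci outside, 51.4%, with the split turned to 2125 higher and 3483 lower, and RLE size factors 5588. In 15 simulations of plants at 3 positions within the range, at most 12 loci lay outside. Of 32 ascorbate loci 21 lay outside, 20 of them higher. Under total-count scaling 12 did, 10 higher and 2 lower, of which 11 were among the 21. The step plants share 0 groups of the same light and day with the others. Their cultivation, time of harvest or sequencing batch therefore cannot be told apart from the step. An effect of the step itself also stays open.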
